A study of Homo sapiens with 12 samples. Its data were reported in "YTHDC1 m6A-dependent and m6A-independent functions converge to preserve the DNA damage response" (2024).

How the data were processed

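Total RNA-seq of A549 cells was analysed in 2 groups of 6 libraries, siYTHDC1 and siSCR, with groups taken from the sample labels. Per the labels, RNA was treated with DNase, ribosomal RNA was removed, and stranded libraries were made with a TruSeq total RNA kit. The authors aligned the reads with STAR to hg19, counted them per gene with HTSeq on an older GENCODE release, and compared the groups with DESeq2, with sequencing batch as a further term in the model. Stranded counting was not stated in the sources used here, so genes that overlap on opposite strands were read with caution.

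What was analysed is the authors' deposited table of that comparison, with 1 row per gene and no column per library. Its signal column is the mean normalized count over all libraries, as deposited by the authors. Its fold change and the standard error are on the log2 scale, siYTHDC1 over siSCR, as deposited by the authors. The Wald statistic is a score that the authors deposited, and equalled the fold change divided by its standard error within 9.14e-05. The p-value and the adjusted p-value are those the authors deposited. The adjusted p-value equalled a Benjamini-Hochberg adjustment over the 22564 rows within rounding, so the table holds genes that had passed the authors' filter (lowest mean normalized count 1.52). It carries no counts, so no count model was run here, depth per library cannot be read from it, and the fit could not be repeated with other scaling, without a library or with permuted labels. The plan held this case, and the tests meant for counts per library were not run. Batch membership was not given by the labels. A batch that differs between groups beyond the authors' term cannot be examined here.

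Genes were called at the study's thresholds, an adjusted p under 0.001 and a log2 fold change over 0.5 in size. Because a gene's value comes from the authors' model, no SD of its own is given. Of the gene IDs, 21798 (96.6%) matched a reference annotation of the same build (GRCh37, GENCODE release 44 mapped back) after removal of version numbers. Coordinates, gene types, lengths and 3' UTRs come from it, and can differ from the release the authors counted on.

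Before the data were examined, 27 gene lists, the tests, the alternatives and a rule for named genes were fixed. Each list was compared with all other genes by limma's cameraPR on the Wald statistic (R 4.3.3, limma 3.58.1), two-sided, with a preset correlation between genes of 0.01, Benjamini-Hochberg adjustment over the 27 lists and a threshold of 0.05. Genes, not libraries, enter this test, and genes are not independent replicates. A correlation estimated from the libraries needs values per library and was not computed, so 0 and 0.05 were used beside 0.01. Fisher's exact test compared called with other members, two-sided, adjusted over the lists. Adjustment over the list alone gave the same calls in 26 of 27 lists. Entries such as ZNF* took every symbol with that start followed by letters and digits, pseudogenes included. Where a symbol had several gene IDs, the ID with the highest mean was used.

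Named were YTHDC1, CDKN1A, MDM2, ATR, BIRC6 and other genes of the study; the 8 largest rises and 8 largest falls among called genes with a mean normalized count of at least 100; the 6 called genes with the smallest p-value outside these; and up to 4 called members per list with the largest statistic in size. A gene that 2 parts name counts under both. Clone names without a gene symbol were left out, which removed 34 called genes at that level. Some genes that the rule names are not reported here. A few fold changes, among them those of FBXW10, CPNE1, ATXN7L3B, BIRC6 and DNHD1, had been seen in the study's supplement before the rule was fixed.

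Alternatives for the counts were an adjusted p of 0.05, no limit or a limit of 1 on the fold change, a test of a change larger than 0.5 from a normal tail, a mean of at least 10 or 100, fold changes centred on the median of genes at 100 or more, and a statistic divided by its robust spread. For the lists they were other correlations, ranks, fold changes, genes at 100 or more, 10000 random lists matched on level, and residuals on transcript length (loess, span 0.3). Words of 7 bases in 3' UTRs were compared between called genes and genes in the same bins of 3' UTR length, against 100 random sets matched on length and level, and then in bins of length and GC content with 100 random sets matched on both (chosen after the first scan). Words with an expected count under 5 were not ranked. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

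The gene calls, list tests and word scan were tested on simulated data for this comparison with the SEs of its 22564 genes. Of 50 genes each changed by 0.75, 1 and 2 on the log2 scale, 98%, 100% and 100% were called, of 50 changed by 0.3 it was 2%, and 0 of 22364 unchanged genes were called. Such recovery at 0.75 cannot hold for genes with a mean normalized count under 10, whose median SE was 0.64. The deposited statistic had a robust spread of 2.14, wider than noise drawn from the SEs alone. The 0 calls among unchanged genes therefore set no limit on false calls in the deposited table. The list test called 20 of 20 shifted and 2 of 20 unshifted lists of simulated statistics over 22564 genes. Random lists called 50 of 50 shifted and 2 of 50 unshifted lists over as many genes. The word scan ranked a planted word first in 10 of 10 draws over 13896 genes.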

Results

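Total RNA was sequenced from A549 cells, an established human lung carcinoma line, after transfection with small interfering RNA against YTHDC1 (siYTHDC1) or a scrambled control (siSCR). YTHDC1 is the nuclear reader of N6-methyladenosine (m6A), a methyl mark on RNA. Each group held 6 libraries, 12 in all, and the siRNA was used at 40 nM for 48 to 72 h. The values analysed here were the authors' own comparison of both groups for 22564 genes, so a fold change, its standard error (SE) and its p-value stand for all 12 libraries together. No values per library were used, the depth of each library is unknown from the table, and the p-values measure the spread between these libraries, which the labels do not tie to separate cultures. Precision followed the expression level: the median SE in the authors' deposited table was 0.64 on the log2 scale for the 6481 genes with a mean normalized count under 10, and 0.04 for the 2912 genes at 1000 or more.

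The comparison asked first whether the target itself was lower. YTHDC1 (ENSG00000083896.8, chromosome 4, 69176105 to 69215808, minus strand, GRCh37) had a log2 fold change of -1.82 with an SE of 0.11 in the authors' deposited table (mean normalized count 232, adjusted p = 5.29e-59). This is 71.7% lower in siYTHDC1 than in siSCR, in the direction the labels give.

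Depletion was then asked to show which transcripts moved with it. At an adjusted p under 0.001 and a log2 fold change over 0.5 in size, the authors' deposited table held 689 genes that were higher in siYTHDC1 and 836 that were lower, 6.76% of those tested. Of these, 506 higher and 679 lower genes were protein-coding in the reference annotation, and 108 and 90 were long non-coding RNAs. Most changes were moderate: 262 higher and 277 lower genes passed a log2 fold change of 1. FBXW10, which encodes an F-box protein (chromosome 17, 18647339 to 18682662, plus strand), rose most among genes with a mean normalized count of at least 100, with a log2 fold change of 3.91 (SE 0.10) in the authors' deposited table. Its paralog CDRT1 (chromosome 17, 15468798 to 15522826, minus strand) rose by 1.94 (SE 0.10) in the authors' deposited table, and reads from similar stretches of both genes could have been split between them. The other large rises in the authors' deposited table were FAM71F2 (2.39, SE 0.15), the organic anion transporter SLCO2B1 (2.08, SE 0.11), the BMP antagonist GREM1 (1.90, SE 0.17), the integrin subunit ITGA1 (1.62, SE 0.11), the YAP-responsive ANKRD1 (1.61, SE 0.27) and NCR3LG1, a ligand of natural killer cells (1.56, SE 0.08).

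Besides the target, several genes fell further than YTHDC1 or nearly as far. In the authors' deposited table the log2 fold change was -2.45 (SE 0.07) for CPNE1, a calcium-dependent phospholipid-binding protein, -2.28 (SE 0.08) for ATXN7L3B, and -1.90 (SE 0.16) for DHFRL1, a copy of the dihydrofolate reductase gene. DPYSL5 (-1.79, SE 0.14), TLCD1 (-1.75, SE 0.13) and the formin FMNL3 (-1.70, SE 0.12) followed in the authors' deposited table. The mitochondrial 16S ribosomal RNA gene MT-RNR2 showed -2.70 with the wider SE of 0.45 in the authors' deposited table, in libraries from which ribosomal RNA had been removed. With the smallest p-values outside these, the authors' deposited table held BIRC6, DNHD1 (1.09, SE 0.04), the aminopeptidase LNPEP (-1.04, SE 0.04), the latent TGF-beta binding protein LTBP4 (-1.20, SE 0.05) and the retinaldehyde dehydrogenase ALDH1A1 (-0.75, SE 0.03). The counts depend on how the limit enters: a test of a change larger than 0.5 called 131 higher and 172 lower genes, and dividing the statistic by its robust spread of 2.14 called 170 and 200.

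**Figure D1:**
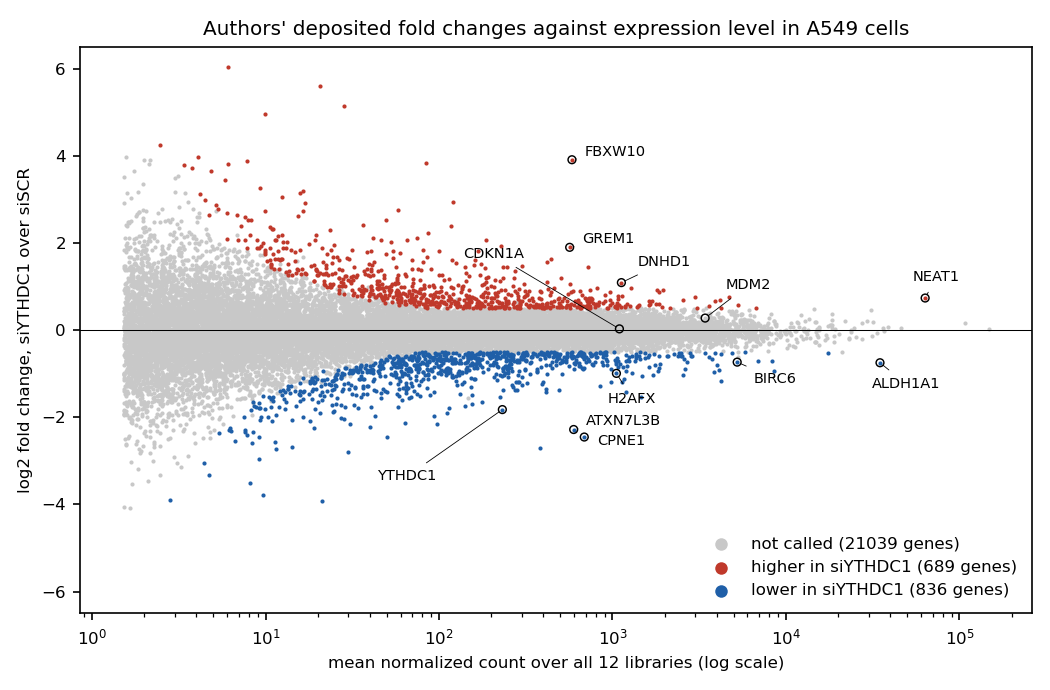
Log2 fold change of siYTHDC1 over siSCR (y axis) against the mean normalized count over all 12 libraries (x axis, log scale), one point per gene of the authors' deposited table, with 689 higher genes in red, 836 lower genes in blue and circled named genes. FBXW10 stands apart from genes of its level at 3.91, CPNE1 and ATXN7L3B lie below YTHDC1, and the spread of the grey points narrows as the count rises.

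The study linked YTHDC1 to the DNA damage response, so the p53 targets were compared as a list. In its screen, on cells treated with Nutlin-3a to stabilise p53, the study found a weaker p21 reporter response when YTHDC1 was disrupted. The labels of these libraries name no such treatment, so the values below do not test that response. Of 48 listed p53 targets, 5 were higher, 1 was lower and 42 were not called in the authors' deposited table, the same calls as adjusted over the list alone. The list as a whole stood higher than other genes, with a median log2 fold change of 0.12 (quartiles -0.04 and 0.28, 33 of 48 members above 0; limma camera test, adjusted p = 0.000911). The higher members in the authors' deposited table included KITLG, the KIT ligand (0.90, SE 0.06), the death receptor TNFRSF10A (0.61, SE 0.05), and PMAIP1, which encodes the pro-apoptotic protein NOXA (0.76, SE 0.11). RRM2B, a ribonucleotide reductase subunit, was the lower member at -0.60 (SE 0.07) in the authors' deposited table. CDKN1A, the gene of p21, was not called at 0.03 (SE 0.06, adjusted p = 0.767), and MDM2, a ubiquitin ligase, lay at 0.28 (SE 0.04, adjusted p = 3.08e-13), under the limit of 0.5, both in the authors' deposited table. With the fold change in place of the statistic this list did not pass (adjusted p = 0.429).

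DNA damage signalling and repair were the processes the study placed downstream. The 25 signalling genes stood lower as a list (median log2 fold change -0.09, quartiles -0.29 and -0.03, 21 of 25 below 0, adjusted p = 0.000427), while 2 of them passed as single genes in the authors' deposited table. Among these was H2AFX, which encodes the histone variant that is phosphorylated at DNA breaks. H2AFX (chromosome 11, 118964584 to 118966175, minus strand) fell by 0.99 on the log2 scale (SE 0.05, adjusted p = 1.81e-77) in the authors' deposited table. None of the 41 genes of double-strand break and crosslink repair was called in the authors' deposited table, and the list did not pass (median -0.08, adjusted p = 0.141). Some members lay just under the limit of 0.5 there, in both directions. Among them were BRCA2 (0.48, adjusted p = 3.85e-41), FANCF (0.49, adjusted p = 1.30e-08), XRCC2 (-0.49, adjusted p = 4.32e-18) and FANCL (-0.48, adjusted p = 4.04e-13). Of 39 excision and mismatch repair genes 0 were called, although that list stood slightly lower (median -0.09, adjusted p = 0.0148). Its adjusted p was 0.131 with a correlation of 0.05 between genes. Under the limit, UNG (-0.47, adjusted p = 1.05e-23), TDG (-0.46, adjusted p = 5.36e-12) and MSH6 (-0.43, adjusted p = 7.40e-27) were lower, while 10 of 39 members lay above 0. With the fold change in place of the statistic, the signalling list (adjusted p = 0.448) and the excision and mismatch repair list (adjusted p = 0.863) did not pass.

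The study followed the splicing of ATR and BIRC6, among others, so their total levels were compared. BIRC6, an inhibitor of apoptosis (chromosome 2, 32582091 to 32844638, plus strand), fell by 0.73 on the log2 scale (SE 0.03, adjusted p = 6.83e-166) in the authors' deposited table, 39.8% lower. ATR, the kinase of the replication stress checkpoint (chromosome 3, 142167849 to 142297575, minus strand), showed a log2 fold change of 0.04 (SE 0.04, adjusted p = 0.513) in the authors' deposited table. Gene totals say nothing of single introns, whose reads were not analysed here.

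Genes of proliferating cells stood lower as groups, by small amounts per gene. DNA replication and S phase genes had a median log2 fold change of -0.21 (quartiles -0.28 and -0.13), with 37 of 41 below 0 (adjusted p = 6.85e-10). The called members in the authors' deposited table were the cyclins CCNE1 (-0.94, SE 0.09) and CCNE2 (-0.86, SE 0.11), which drive entry into S phase. Mitosis genes had a median of -0.16, 34 of 38 below 0 and none called (adjusted p = 4.04e-07). Replication-dependent histone genes, whose transcripts mostly lack a poly(A) tail and are retained in total RNA, had a median of -0.27 and 46 of 55 below 0 (adjusted p = 4.05e-09). Of these 8 were lower and 0 higher in the authors' deposited table, and 9 were lower when adjusted over the list alone. They included HIST1H4I (-1.37, SE 0.12), HIST1H2BI (-0.96, SE 0.07), HIST1H2BE (-0.65, SE 0.05) and HIST1H1D (-0.60, SE 0.04) in the authors' deposited table. Ribosomal protein genes had a median of -0.16 with 63 of 75 below 0 (adjusted p = 2.06e-08). Called among them in the authors' deposited table were RPL26 (-0.54, SE 0.08) and RPS10 (-0.79, SE 0.16). Histone and ribosomal protein genes have near-identical copies or pseudogenes, so the value of a single member is uncertain where reads could be shared. With the fold change in place of the statistic these lists did not pass. The adjusted p was 0.425 for DNA replication and S phase, 0.429 for mitosis, 0.0661 for histones and 0.425 for ribosomal proteins.

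In the other direction, cholesterol synthesis, stress response, NRF2, and mesenchymal and TGF-beta genes stood higher as lists. Cholesterol synthesis genes had a median log2 fold change of 0.14, with 21 of 25 above 0 (adjusted p = 3.36e-06). Among its 2 higher members was MSMO1, a sterol demethylation enzyme (0.57, SE 0.05), in the authors' deposited table. Genes of the unfolded protein and integrated stress response had a median of 0.20 and 23 of 31 above 0 (adjusted p = 0.00104). The transcription factor ATF3 (1.09, SE 0.17) and the glutathione-degrading enzyme CHAC1 (0.97, SE 0.19) were called in the authors' deposited table. NRF2 targets had a median of 0.12 and 20 of 27 above 0 (adjusted p = 0.00154), with HMOX1, the heme oxygenase, as the called member (0.93, SE 0.12) in the authors' deposited table. Mesenchymal and TGF-beta genes had a median of 0.19 and 23 of 30 above 0 (adjusted p = 0.000895). In this list 5 genes were higher and 2 lower in the authors' deposited table, among them the matrix genes THBS1 (0.77, SE 0.05) and FN1 (0.77, SE 0.10) and, in the opposite direction, TGFBI (-0.93, SE 0.08). Among genes with a mean normalized count of at least 100 the stress response list no longer passed (adjusted p = 0.0653). With the fold change in place of the statistic these lists did not pass. The adjusted p was 0.605 for NRF2 targets and 0.425 for each of the others.

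Lists of RNA metabolism and zinc finger genes had medians between -0.05 and 0.10. No member of the m6A machinery was called among 26 measured in the authors' deposited table (median -0.02, adjusted p = 0.583), where the target itself was not a member. Under the limit of 0.5, some members were higher there, among them IGF2BP2 (0.44, adjusted p = 6.11e-09), RBM15 (0.32, adjusted p = 3.88e-09) and METTL3 (0.26, adjusted p = 1.83e-07). PRRC2A (-0.16, adjusted p = 0.000277) and METTL16 (-0.15, adjusted p = 0.000419) were lower, and 15 of 26 members lay below 0. Splicing factors had a median of -0.02 and stood lower as a list (39 of 62 below 0, adjusted p = 0.0414), a call not kept with a correlation of 0.05 (adjusted p = 0.295). SF3B3, a subunit of the U2 snRNP, was the called splicing factor (-0.67, SE 0.06) in the authors' deposited table. Transcription elongation and pausing genes did not pass (median 0.03, adjusted p = 0.702), with AFF4, the scaffold of the super elongation complex, as the called member at -0.72 (SE 0.06) in the authors' deposited table. Nuclear RNA decay and 3' processing genes had 0 of 33 called (median -0.05, adjusted p = 0.256). Host genes of small nucleolar RNAs and nuclear long non-coding RNAs did not pass as a list (median 0.03, adjusted p = 0.965). In it the paraspeckle RNA NEAT1 (0.74, SE 0.04) was higher and TUG1 (-0.58, SE 0.04) lower in the authors' deposited table. Zinc finger genes stood slightly higher, with a median of 0.10 over 439 members, 26 higher and 13 lower (adjusted p = 0.0391), and the adjusted p was 0.447 with a correlation of 0.05. ZNF850 (1.20, SE 0.08), ZNF292 (0.97, SE 0.05), ZNF248 (-1.08, SE 0.08) and the pseudogene ZNF252P (-0.83, SE 0.07) led them by Wald statistic in the authors' deposited table. Other called members had larger fold changes in the authors' deposited table, such as ZNF843 (2.74, SE 0.37) and ZNF101P2 (-1.72, SE 0.26).

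The other lists did not pass the camera test. Apoptosis regulators had 2 members higher and 1 lower of 37 in the authors' deposited table, the higher ones being PMAIP1 and BMF (1.02, SE 0.24) (median -0.04, adjusted p = 0.418). Interferon-stimulated genes (median -0.12, adjusted p = 0.551) held IFIH1, a sensor of double-stranded RNA, at 1.27 (SE 0.17) and MX1 at -1.41 (SE 0.33) in the authors' deposited table. NF-kB targets (median 0.13, adjusted p = 0.418) held IL11 at -1.19 (SE 0.11), and hypoxia and glycolysis genes (median -0.02, adjusted p = 0.994) held ENO2 at -0.51 (SE 0.07), in the authors' deposited table. Epithelial genes went both ways (adjusted p = 0.832), with KRT80 (-0.60, SE 0.05) and CLDN2 (-0.95, SE 0.11) lower and LAMB3 (0.67, SE 0.09) and CEACAM6 (0.81, SE 0.18) higher in the authors' deposited table. Alveolar and airway markers had 8 measured members and did not pass (median 0.17, adjusted p = 0.0595), but passed as higher with a correlation of 0 (adjusted p = 0.0492). Called among them in the authors' deposited table were TP63, a basal cell factor (1.28, SE 0.13), and the surfactant lipid transporter ABCA3 (0.57, SE 0.05). Markers of blood, stromal and endothelial cells had 10 of 25 members measured (median 0.57, adjusted p = 0.579), with ITGAM (0.81, SE 0.16) and COL3A1 (1.45, SE 0.38) higher and COL1A1 (-0.60, SE 0.12) lower in the authors' deposited table. Mitochondrial ribosome genes did not pass (median -0.02, adjusted p = 0.775), with MRPS21 (0.53, SE 0.09) and the pseudogene MRPL40P1 (2.37, SE 0.43) higher and MRPL35 (-0.50, SE 0.05) lower in the authors' deposited table. Mitochondrially encoded genes did not pass either (median 0.11, adjusted p = 0.771), with MT-ND6 as the called member at -0.92 (SE 0.16) in the authors' deposited table. In all, 13 of 27 lists passed the camera test, 6 higher and 7 lower. With a correlation of 0.05, 10 lists passed, and among genes with a mean normalized count of at least 100, 9 did. With the fold change in place of the statistic 0 lists passed. By Fisher's exact test on called members 0 of 27 passed after adjustment and 3 had an unadjusted p under 0.05. The medians of lists that passed the camera test lay between -0.27 and 0.20, under the limit of 0.5 on single genes. Why both tests differ was not tested.

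**Figure D2:**
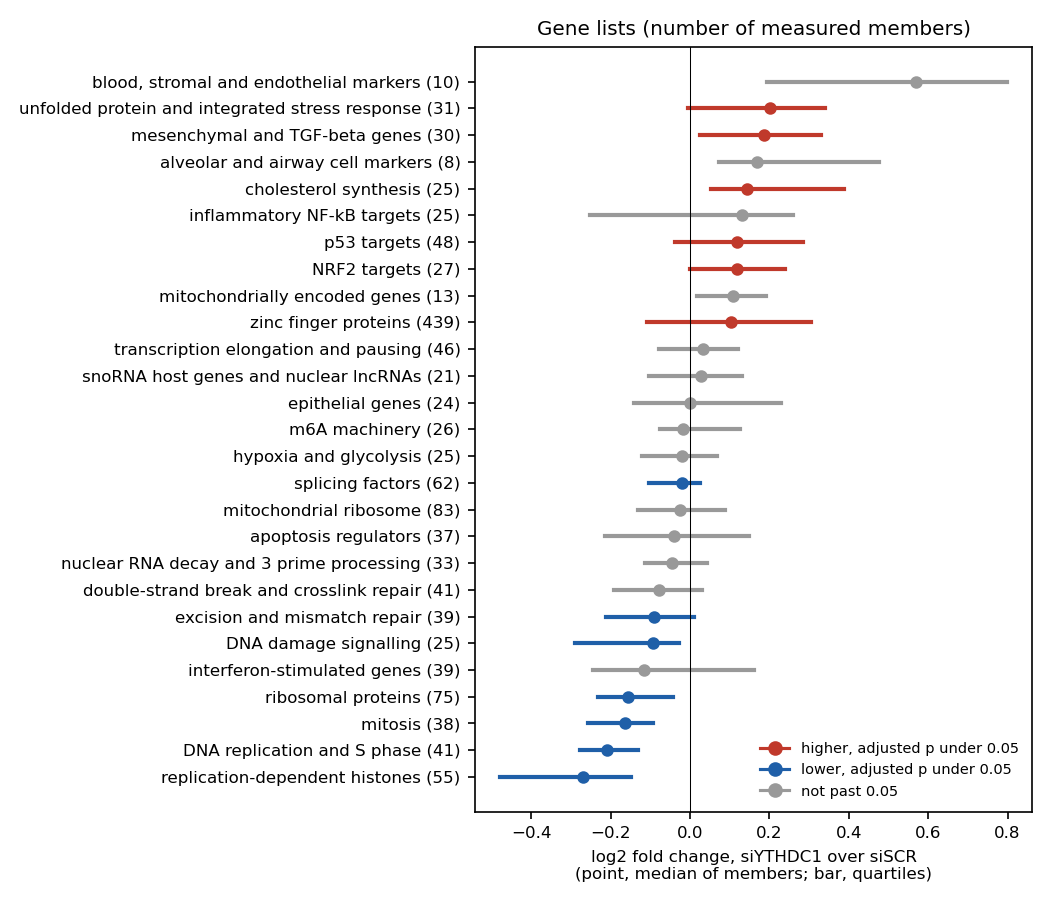
Median log2 fold change of siYTHDC1 over siSCR (points, x axis) with quartiles over members (bars) for 27 gene lists, with the number of measured members in brackets, from the values of the authors' deposited table. The 6 lists in red and 7 in blue passed the camera test, from replication-dependent histones at -0.27 to the unfolded protein and integrated stress response at 0.20.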

Values the study reported

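The study reported that its siRNAs lowered YTHDC1 expression by 69.1% and 83.7% against the scrambled control, in a reporter line of A549. It counted 74 introns in 52 genes as retained to a different degree, at an adjusted p under 0.1.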

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

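No paired analysis was possible because the table holds no values per library, and for the same reason no fit with other size factors, without a library or with permuted labels was run. Residuals on GC content, the removal of genes with a 7-mer, list tests on centred values, the p53 list without shared members and the settings of most single genes were chosen after seeing the data. Genes higher and lower numbered 1184 and 1309 at an adjusted p of 0.05, 2061 and 2040 with no limit on the fold change, 262 and 277 with a limit of 1, 131 and 172 by the test of a change larger than 0.5, 341 and 459 at a mean normalized count of at least 100, and 170 and 200 with the statistic divided by its robust spread. The stricter or looser threshold, or fewer genes tested, is the cause by construction. The share of calls that were higher lay between 42.6% and 50.3% against 45.2%. Centring by 0.01 called 664 and 871 genes and the residual on transcript GC content 703 and 750. Readjusting over all genes changed nothing, since the deposited values were already adjusted that way. Under centring, YTHDC1 (-1.83), BIRC6 (-0.74) and ATR (0.03) kept direction and call. The test of a change larger than 0.5 kept YTHDC1 and BIRC6 and ended the call of ANKRD1 (adjusted p = 0.00141). With the fold change as the statistic 0 lists passed, neither higher (0) nor lower (0); the adjusted p was 0.429 for p53 targets and 0.448 for DNA damage signalling, against ranges over all alternatives of 3.90e-05 to 0.429 and 4.68e-05 to 0.448. The cause was not tested, though fold changes of low genes are widely spread (median SE 0.64 under a mean of 10). Ranks let the double-strand break and crosslink repair list pass, lower (adjusted p = 0.0331; range over alternatives 0.0331 to 0.969), and the cause was not tested. Splicing factors, zinc finger genes, and excision and mismatch repair genes lost their call under at least 1 further setting, and the stress response list among genes at 100 or more. No list that passed changed direction, whereas some lists that did not pass did, such as the m6A machinery, which was lower by ranks (adjusted p = 0.977). Alveolar and airway markers passed as higher with a correlation of 0 (adjusted p = 0.0492) and with the residual on GC content (adjusted p = 0.0350). The share of genes called was 1.00% under a mean of 10, 11.7% from 10 to 100, 9.10% from 100 to 1000 and 3.98% at 1000 or more.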

Other observations

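The tests of GC-matched 7-mers and of lists on centred fold changes were chosen only after related results were seen; the tests of read-through, scaling and shared members were set before their results were known, but after list and gene values had been seen. Both mitochondrial ribosomal RNAs lay low in the authors' deposited table, MT-RNR2 at -2.70 (SE 0.45) and MT-RNR1, chosen after its value was seen, at -1.57 (SE 0.69, adjusted p = 0.0688), while 11 of 13 mitochondrially encoded genes lay above 0. The paralogs FBXW10 and CDRT1 each lie close to a TRIM16 copy on chromosome 17. Those copies, also chosen afterwards, were not called in the authors' deposited table, TRIM16L at 0.00 (SE 0.04) and TRIM16 at -0.02 (SE 0.04). The 3' UTRs of lower genes had a median GC content of 50.1%, and those of higher genes 39.0%. Other genes had 42.3%, and random sets matched on level ranged from 41.9% to 44.4% and from 41.8% to 44.8% (95% ranges).

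Among the 675 lower genes with a 3' UTR of at least 50 bases, one word stood apart that an siRNA guide would be able to pair with. With genes matched on 3' UTR length and GC content, GTACATG was the leader of the 7-mers with an expected count of at least 5: 123 genes held it against 61.7 in matched genes (z = 8.77). The next word that does not overlap it reached 3.68, the highest of 100 random sets 5.56, and the higher genes held it in 44 against 58.6 expected. The word occurs in the YTHDC1 transcript 2 times, 1 of them before the 3' UTR, which separates little, since the leading words of the higher genes, TGTTTTA and AAGCCAA, occur there too (4 and 1 copies). With genes matched on 3' UTR length alone the leader was the GC-rich GGGCCCC (z = 7.89, above 5.55 in random sets matched on length and level), which YTHDC1 lacks, so that scan cannot separate seed matches from base composition. Pairing of the siRNA seed with other transcripts may therefore account for about 61.3 of the lower genes, a hypothesis left open here. Whether the word matches a seed of the siRNAs listed in the study's supplement is not reported here. That match can be checked from the listed sequences, although the labels do not say which siRNA against YTHDC1 these libraries received. The scan was not blind: siRNA sequences in the supplement had been read before it, candidate seed words were looked at in exploration, and matching on GC content was added after the first scan. Seed pairing leaves most falls open. Of the other large falls with a searched 3' UTR, 2 of 6 hold it (DHFRL1 and FMNL3), and CPNE1 and ATXN7L3B do not, while AFF4, SF3B3, RRM2B, TGFBI and TUG1, lower by less, hold it too. BIRC6 holds it only outside its 3' UTR. Without all genes that hold it there, 641 higher and 710 lower genes were called. Loss of YTHDC1 itself, the difference that the groups name, stays open for all of them.

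The p53 targets stood higher as a list. A wrong scaling factor between groups shifts the fold changes of all genes alike, whereas the median of the targets lay 0.11 (bootstrap SE 0.03) above that of well expressed genes, which such a factor does not produce. The list also stood higher with fold changes centred (adjusted p = 0.00124). Centring subtracts the same value from every gene, so this result adds little on scaling. A bias that differs between genes stays open. Members that the stress response list also holds do not carry the pattern alone, since without them the remaining 46 genes stood higher in the camera test (0.000521 before adjustment, adjusted p = 0.00154). With 46 of 48 genes kept, this test cannot exclude the stress response as a source of the pattern. TP63, at 1.28 in the authors' deposited table, could act on shared targets, which was not tested. The lower S phase and mitosis lists may reflect slower growth. The study reported less growth, fewer colonies and smaller tumours for A549 cells depleted of YTHDC1. Whether slower growth lowered these lists was not tested with the values used here.

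The rises of FBXW10 and others raised the question of transcription running on from a neighbour. Of the 666 annotated higher genes, 27.0% had a gene with a mean of at least 100 ending within 20 kb upstream, or overlapping them, on the same strand. Random sets matched on level gave 28.4% to 35.1%, so read-through from expressed neighbours is not a general source of the rises. FBXW10 and CDRT1 themselves meet this criterion, with TRIM16L ending 8.57 kb upstream of FBXW10 and TRIM16 8.45 kb upstream of CDRT1, which a further expressed gene without a symbol overlaps on the same strand. For these loci read-through and shared reads both stay open, as reads were not analysed here.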
